# Decreased autophagy and fuel switching occur in a senescent hepatic cell model system

**DOI:** 10.18632/aging.103740

**Published:** 2020-07-26

**Authors:** Brijesh Kumar Singh, Madhulika Tripathi, Reddemma Sandireddy, Keziah Tikno, Jin Zhou, Paul Michael Yen

**Keywords:** aging, liver, senescence, metabolism, AML12 cells

## Abstract

Although aging in the liver contributes to the development of chronic liver diseases such as NAFLD and insulin resistance, little is known about the molecular and metabolic details of aging in hepatic cells. To examine these issues, we used sequential oxidative stress with hydrogen peroxide to induce premature senescence in AML12 hepatic cells. The senescent cells exhibited molecular and metabolic signatures, increased SA-βGal and γH2A.X staining, and elevated senescence and pro-inflammatory gene expression that resembled livers from aged mice. Metabolic phenotyping showed fuel switching towards glycolysis and mitochondrial glutamine oxidation as well as impaired energy production. The senescent AML12 cells also had increased mTOR signaling and decreased autophagy which likely contributed to the fuel switching from β-oxidation that occurred in normal AML12 cells. Additionally, senescence-associated secretory phenotype (SASP) proteins from conditioned media of senescent cells sensitized normal AML12 cells to palmitate-induced toxicity, a known pathological effect of hepatic aging. In summary, we have generated senescent AML12 cells which displayed the molecular hallmarks of aging and also exhibited the aberrant metabolic phenotype, mitochondrial function, and cell signaling that occur in the aged liver.

## INTRODUCTION

Aging is a major risk factor for many chronic diseases. In the liver, aging increases the susceptibility towards acute liver injury and hepatic fibrotic response [1–3]. Moreover, aging has been positively associated with increased risk and poor prognosis of various liver diseases including non-alcoholic fatty liver disease (NAFLD), insulin resistance, alcoholic liver disease, hepatitis C, and negatively associated with hepatic regenerative capacity [3, 4]. Currently, the study of aging and chronic hepatic diseases has been hampered by the long period of time necessary to conduct human and animal studies and the limited relevance of non-mammalian models to human diseases. While there are *in vitro* aging models that employ fibroblasts, there currently are no reliable *in vitro* hepatic cell models to study aging in the liver.

Cellular senescence is the main feature manifested in tissues of the aging organism [1, 5–8]. It is characterized by permanent cell cycle arrest, resistance to apoptosis, and a senescence-associated secretory phenotype [5]. Under pathological stress conditions, excessive accumulation of senescent cells in affected tissues adversely affects their regenerative ability and creates a pro-inflammatory environment that can resemble those found in age-related disorders such as Alzheimer's disease, cardiovascular disease, type 2 diabetes, and other conditions including chronic liver diseases [3, 5, 7, 9–12]. Targeting senescent cells has the potential to delay age-associated disorders and/or reverse pathological metabolic phenotypes [3, 13–16]. Recent studies in the liver show that inducing hepatocyte senescence promotes fat accumulation and hepatic steatosis *in vitro* and *in vivo* [17]. Likewise, targeting senescent hepatocytes and adipocytes reduces overall hepatic steatosis and improves obesity-induced metabolic dysfunction [14, 17]. These findings suggest that senescence plays an important role in the development of chronic hepatic diseases and their metabolic abnormalities.

Previous senescent cell models have used primary fibroblast or hepatic cancer cells that were subjected to oxidative stress [18–22], or primary hepatocytes that underwent gamma irradiation [17]. However, these models have certain limitations since different cell types will react differently to a given stressor [23]. Furthermore, the method of senescence induction *i.e.,* oxidative stress, gamma irradiation, or overexpression of an oncogene, may contribute to variable phenotypes that may not necessarily resemble aging *in vivo* [5, 16, 23]. Thus, it is critical to compare and verify the fidelity of *in vitro* models with tissues from aged mice. Although there remains some uncertainty about the optimal method to induce senescence *in vitro*; it generally is agreed that oxidative stress and mitochondrial dysfunction play significant roles in the aging process [6, 11, 24, 25]. Using repetitive H_2_O_2_ exposures, we generated hepatic cellular senescence in hepatic Alpha Mouse Liver 12 (AML12) cells. Our characterization of the senescent cells showed that these senescent AML12 cells exhibited age-related molecular and metabolic changes, particularly a fuel switch to glycolysis and glutamate oxidation and decreased autophagy found in the livers of aged mice.

## RESULTS

### Senescence induction and validation in AML12 cells

AML12 cells were grown to 50% confluency and then treated with 1 mM H_2_O_2_ for 1 h for one day. They subsequently were treated with 750 μM H_2_O_2_ in serum-free DMEM:F12 medium for 1 h per day for 5 consecutive days as described in Figure 1A. After each treatment, serum-free DMEM:F12 medium containing H_2_O_2_ was replaced with complete DMEM:F12 medium (containing 10% FBS, 1x ITS, 100 nM dexamethasone, and 1x penicillin and streptomycin) for a 23 h period of recovery during each day. Cells then were sub-cultured/re-seeded in the ratio of 1:3 until they reached confluency >80% after approximately 3 days. As shown in Figure 1B, morphological effects such as cellular hypertrophy were observed after 2 days of H_2_O_2_ treatment. After 6 days of multiple H_2_O_2_ treatments, the cells showed classical features of senescence as they were distinctly larger and showed less proliferation than untreated controls (Figure 1B, 1C) [8]. Moreover, the mRNA expression of senescence marker genes, *TP53/p53*, *CDKN2A*/*p21,* and *CDKN1A*/*p16* were increased in the senescent AML12 cells compared to control AML12 cells (Figure 1D). Similarly, the expression of these genes also was increased in livers from old mice (100-108 weeks age) compared to those from young mice (12-20 week age) (Figure 1E). Furthermore, multiple H_2_O_2_ treatments increased senescence since there was increased activated β-Gal (SA β-Gal)-positive cells (Figure 2A, 2B), Both γH2A.X-positive cells containing condensed chromatin in larger nuclei and cellular hypertrophy were increased in treated cells (Figure 2C–2F). Taken together, these data showed that multiple H_2_O_2_ treatments markedly induced premature senescence in AML12 cells [1]. Consistent with these findings, RNAseq analysis in these AML12 cells also showed that cellular senescence and aging pathways such as inhibition of apoptosis signaling and the positive regulation of senescence and aging, generation of superoxide anions, and inflammatory response were significantly upregulated in senescent AML12 cells (Supplementary Figure 1A).

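RNA from control and senescent AML12 cells was sequenced as 1 library per condition, each pooled from 3 samples, and the deposited values were read counts per gene. AML12 is a non-transformed mouse hepatocyte line; the senescent cells had been given hydrogen peroxide for 1 h per day on 6 days, 1 mM on the first day and 750 μM afterwards. GEO labels the control library Young and the senescent library Old. The libraries held 28021941 counts (control) and 25738075 counts (senescent) over 35275 gene identifiers. The genome build, aligner and counter that the authors used are not given in the sources used here, and gene names and coordinates come from matching the identifiers to GENCODE M21 (GRCm38). Counts were scaled by TMM in edgeR, and the log2 ratio is senescent over control. A gene was called higher or lower in the senescent library when its log2 ratio lay beyond 1.5 in size, it had at least 10 counts in at least 1 library, and the exact 95% Clopper-Pearson interval of its ratio excluded 0 on the log2 scale. Where 1 library had 0 counts, the fold was computed against 3 counts in that library. It is a lower bound at the other library's observed count and leaves the counting error of that count out. Of 13860 genes that reached the count minimum, 395 were higher and 843 were lower in the senescent library. With 1 library per condition there is no replicate check and no p-value, and the intervals cover counting error only, so the comparison is of these libraries. In simulated libraries without any change, the same rule called 39.1 genes on average from counting error alone, and 50.8, 103 and 1316 when a coefficient of variation of 0.1, 0.2 or 0.4 between libraries was assumed. With edgeR's exact test at an assumed 0.4, 20 genes were higher and 31 were lower.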

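Hmga1 and Hmga2, chromatin proteins that the study's tables list under positive regulation of senescence, were both higher in the senescent library. Hmga2 had 10796 control and 30534 senescent counts and a log2 ratio of 1.74 (95% counting interval 1.70 to 1.77), and Hmga1 had a log2 ratio of 1.62. Hmga2 lies on chromosome 10 of GRCm38 from 120361275 to 120476469. Of the 10 genes listed under inhibition of apoptosis, 8 were higher, among them the ubiquitin ligase Mdm2 with a log2 ratio of 1.54, the urokinase receptor Plaur with 1.96 and the galectin Lgals3 with 2.35. The heat shock proteins Hspa1a and Hspa1b were also higher, at 2.67 and 2.44, and as near-identical copies they can share reads. Both genes listed under superoxide anion generation, the kinase Syk and the protease receptor F2rl1, were higher, Syk from 13 control and 35 senescent counts. Total counts or the upper quartile as scaling ended the call of Mdm2, and a minimum of 50 counts ended that of Syk. Of the 10 genes under inflammatory response, 9 were higher, and 7 of the 10 had under 10 counts in the control library. A minimum of 50 counts left 1 of them higher, and the exact test at an assumed coefficient of variation of 0.2 left 3 and at 0.4 0. The study chose these genes on the same libraries, so their counts are not independent evidence of direction. All lists given here were fixed before the data were examined but after the study's heat maps and pathway tables had been seen. Several therefore hold genes that the study picked from these libraries. Of 12 CDK inhibitors and senescence regulators 2 were higher (Hmga1 and Hmga2 themselves) and 1, Cdkn2d, which stands in the study's tables, was lower. Of 12 genes that inhibit apoptosis none was higher and 1, Birc3, which also stands in the study's tables, was lower. Their median was 0.11, at percentile 61.5 of random lists matched on expression. Of 15 genes that promote apoptosis none was higher and 1 was lower, with 6 ratios above 0 and 9 below. Their median was -0.25, at percentile 1.11, and it was -0.09 after removal of trends over GC content and exon length. Of 22 NF-kB target genes none was higher and 13 were lower (8 of these stand in the study's table of lower genes), with Lcn2 at -4.87 and Nfkbia at -2.01. From its RNAseq pathway analysis, the paper states that senescence, apoptosis inhibition, superoxide and inflammatory pathways were upregulated. In its Pathways Up sheet the inflammatory response term has an Enrichr p-value of 0.051. Its Pathways Down sheet holds response to interferon-gamma (Enrichr p-value 1.3e-04) and regulation of defense response (Enrichr p-value 0.0046).

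**Figure D1:**
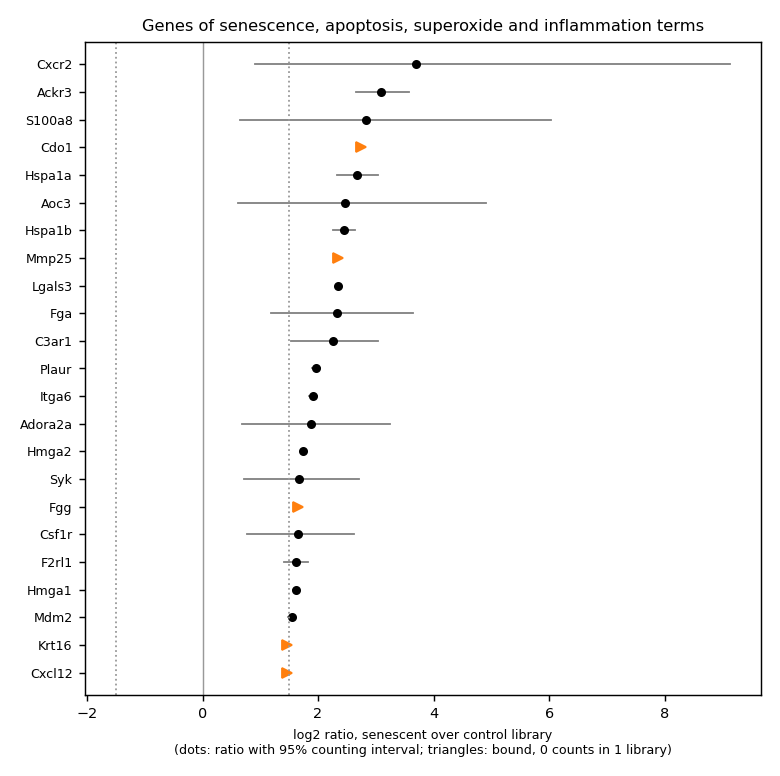
Log2 ratio of the senescent over the control library for the study's genes of the senescence, apoptosis, superoxide and inflammation terms. Dots are ratios with their 95% counting interval, triangles are lower bounds for genes with 0 counts in the control library, and dotted lines mark log2 ratios of 1.5 in size; Hmga1 and Hmga2 have narrow intervals, and Cxcr2, with 1 control count, has the widest.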

**Figure 1:**
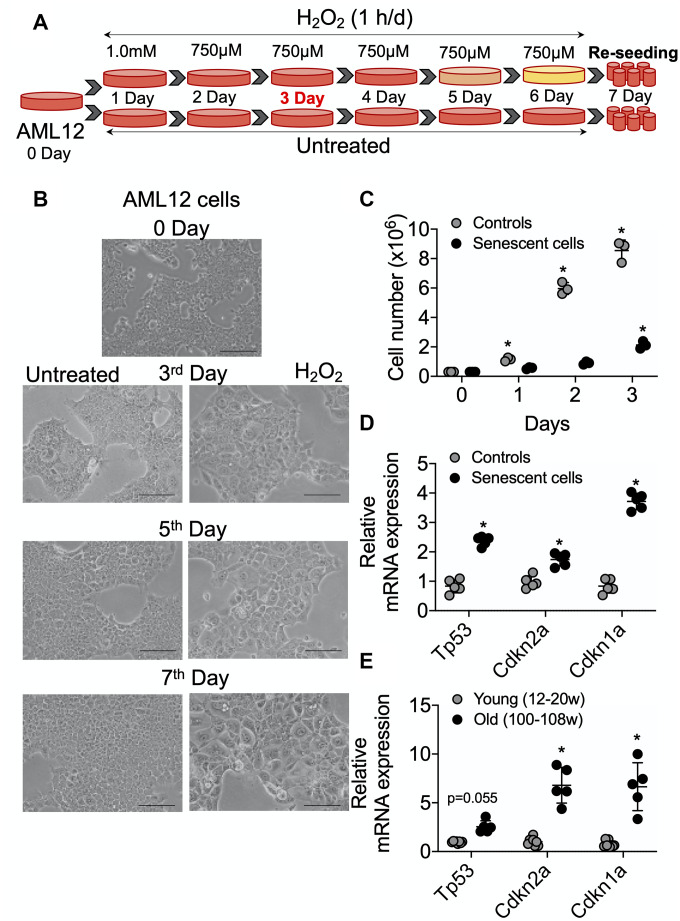
**Senescence induction in mice normal hepatic cells AML12.** (**A**) Schematic representation of experimental strategy for the senescence induction. 4x10^6^ Cells were seeded at day 0 in the T175 cell culture flask. Next day (day 1) cells were treated with 1.0 mM H_2_O_2_ followed by 750 μM for the subsequent 5 days. Cells can be sub-cultured at 1:3 ratio on day 3 if required. At day 7, cells were re-seeded for experiments as required. (**B**) Visualization of senescence induction in mice AML12 cells during H_2_O_2_ treatments from day 3, day 5, and day 7 before re-seeding. The images are taken randomly at 10x magnification. Scale bars as 100 μm. (**C**) 0.3x10^6^ control and senescent AML12 cells were seeded in each well of the 6-well plate. Cells were trypsinized at indicated days and counted by an automated cell counter. (**D** and **E**) RT-qPCR analysis of senescence genes in AML12 cells (**D**) and liver tissues from young and old mice (**E**). * Statistical differences were calculated significant as p<0.05.

### Bioenergetic phenotype of senescent AML12 cells

To perform the bioenergetic phenotyping of senescent AML12 cells, we used the Seahorse extracellular flux analyzer to measure the cell’s glycolytic and oxidative potential. Senescent AML12 cells showed a higher oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) than control cells (Figure 3A). Senescent AML12 cells also were more reliant on glycolysis for cellular energy than oxidative metabolism under energy stress conditions (Figure 3B). We further analyzed the glycolytic potential of senescent AML12 cells and found that they had significantly higher basal glycolysis, glycolytic potential as well as glycolytic reserve capacity than control cells (Figure 3C, 3D). Furthermore, senescent AML12 cells had marked increases in basal mitochondrial activity and maximum respiratory capacity, but no change in mitochondrial ATP production (Figure 4A, 4B). Instead, these cells showed reduced coupling efficiency and increased proton leak, suggesting they had mitochondrial dysfunction, a hallmark of cellular senescence and aging. Finally, mitochondrial fuel oxidation analysis showed there were significant reductions in glucose and fatty acid flexibilities and capacities. In contrast, there was an enhancement of glutamine oxidation flexibility and capacity (Figure 4C). Interestingly, glutamine-associated oxidation pathways also were upregulated in RNAseq analysis in these cells (Supplementary Figure 1A, Supplementary Data-RNAseq Pathway analysis in Pathways Up). However, there were no significant changes in glucose, fatty acid, or glutamine oxidation dependency (Figure 4C).

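Slc7a11, the exchanger that exports glutamate for cystine, was higher in the senescent library, with 256 control and 874 senescent counts and a log2 ratio of 2.01. It lies on chromosome 3 of GRCm38 from 49892526 to 50443614. The glutamate transporter Slc17a8 was higher with a log2 ratio of 1.84 (95% counting interval 1.25 to 2.45), from 33 control and 100 senescent counts. All 4 genes that the study lists under glutamate binding and AMPA receptors were higher, among them the kinase Camk2d (1.71), Mdm2, and the anchoring protein Akap5, which had 1 control and 14 senescent counts. The study chose them on these libraries, so this is not independent evidence. The call of Mdm2 ended with total counts or the upper quartile as scaling, and that of Akap5 with a minimum of 50 counts. Of 20 genes of glutamine and glutamate metabolism and transport fixed beforehand, 3 were higher and 1 was lower. Of the higher ones, Slc7a11 and Slc17a8 are shown in the study's heat map of these libraries and are not independent evidence either, and the remaining one is Slc1a4. Glutamate dehydrogenase Glud1 had a log2 ratio of -0.28, within the size threshold, and the liver glutaminase Gls2 was lower, from 251 control and 61 senescent counts. The median of the list was 0.20, at percentile 85.8 of random lists matched on expression.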

### Molecular phenotyping of energy sensing molecules in senescent AML12 cells

We next analyzed the activation (via phosphorylation) of several key energy-sensing proteins: AMPK, AKT, mTOR, p70S6K (mTOR target), as well as the formation of LC3B-II and p62 (autophagy-related proteins) in senescent AML12 cells by Western blotting. As a signature of senescent cells, we observed marked increases in the phosphorylation of AMPK, AKT, mTOR, and p70S6K proteins in senescent AML12 cells (Figure 5A, 5B). This phosphorylation pattern was similar to the one observed in the livers of aged mice (Figure 5C, 5D). Furthermore, RNAseq pathway analysis also showed several insulin-related pathways along with prolong ERK1/2 and MAPK signaling pathways were upregulated (Supplementary Figure 1B, 1C, Supplementary Data-RNAseq Pathway analysis> Pathways Up), while negative regulation of mTOR signaling was downregulated (Supplementary Figure 2C, Supplementary Data RNAseq Pathway analysis in Pathways Down). Additionally, we observed a marked increase in the expression of autophagy proteins, LC3B-II and P62, under basal conditions suggesting there was a late autophagic block in both the senescent AML12 cells and livers from aged mice. Furthermore, we showed that there was a decrease in autophagy flux in senescent AML12 cells by treating senescent and normal AML12 cells with a lysosome inhibitor, bafilomycin A1 (Figure 5E–5F). 

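Most genes of the study's insulin and ERK/MAPK terms were higher in the senescent library and those of negative regulation of TOR were lower. The epidermal growth factor family ligands Areg and Btc led the first group with log2 ratios of 4.09 (95% counting interval 3.81 to 4.37) and 3.58, and Ereg reached 2.82. The insulin receptor substrate Irs2 had 795 control and 2431 senescent counts and a log2 ratio of 1.85. The MAPK phosphatases Dusp4, Dusp5 and Dusp10 and the feedback inhibitor Spry2 had log2 ratios of 1.59, 2.01, 1.76 and 1.95. In all, 10 of 12 genes of the insulin terms and 28 of 30 genes of the ERK and MAPK terms were higher, and 5 of 5 genes of negative regulation of TOR were lower, on gene sets that the study chose on these libraries and that are not independent evidence of direction. All genes of the insulin terms except Rragd also stand in the ERK and MAPK set, so the 10 are counted again among the 28. The TOR set comprised the mTOR-binding protein Deptor at -1.88, Ddit4 at -2.21 with 11394 control and 2096 senescent counts, Sesn3 at -1.56, Prex2 at -2.49 and Rnf152 at -3.37. Deptor lies on chromosome 15 of GRCm38 from 55112317 to 55259271. Among 23 ERK feedback and early response genes fixed beforehand, 9 were higher (7 of these stand in the study's table of higher genes) and 1, Dusp1, was lower, and their median of 1.20 lay above all random lists matched on expression. Of 16 insulin signalling genes 1, Irs2, which is in the study's set, was higher, and the insulin receptor Insr had a log2 ratio of -0.05. The median of the insulin list was 0.16, at percentile 66.8. Of 14 negative regulators of mTORC1 4 were lower, all of them in the study's set, and none was higher, while Sesn2 had 0.87. The median of that list was -0.45, at percentile 1.42. Of its ratios 6 lay above 0 and 8 below, and the latter include the study's 4 lower genes. Without these 4, more ratios would lie above 0 than below, so neither the median nor the percentile is independent evidence. Total counts or the upper quartile as scaling ended the call of Dusp4, and the exact test at an assumed coefficient of variation of 0.4 left 1 insulin, 2 ERK and MAPK and 0 TOR genes past the rule.

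**Figure D2:**
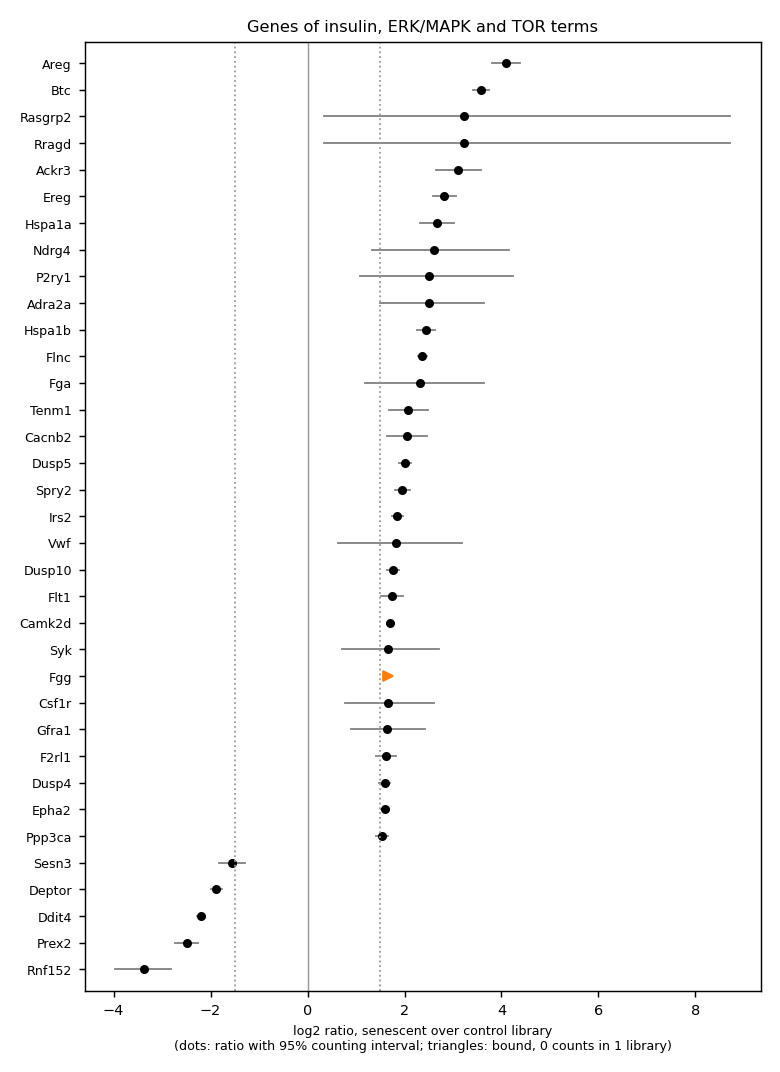
Log2 ratio of the senescent over the control library for genes of the study's insulin, ERK/MAPK and TOR terms, with 95% counting intervals. Areg lies highest among the genes with narrow intervals and Rnf152 lowest; the triangle is the lower bound for Fgg, which had 0 control counts, and dotted lines mark 1.5 in size.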

Densitometric analysis showed that LC3B-II accumulation was less in senescent than normal AML12 cells. We also observed an accumulation of neutral lipids in senescent AML12 cells at basal conditions that was similar to the increased hepatic triglyceride content found in aged mice (Figure 5G–5I). Of note, RNAseq pathway analysis also showed that several pathways regulating lipid handling, catabolism along with triglyceride catabolic pathways were downregulated (Supplementary Figure 2A, Supplementary Data-RNAseq Pathway analysis in Pathways Down).

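Nearly all genes of the study's lipid terms were lower in the senescent library. Apolipoprotein A1 (Apoa1) had 2026 control and 197 senescent counts and a log2 ratio of -3.13 (95% counting interval -3.34 to -2.91), and lies on chromosome 9 of GRCm38 from 46228580 to 46230466. Lipoprotein lipase (Lpl) had a log2 ratio of -2.16, the peroxisomal oxidase Acox2 -2.94, the carbohydrate-responsive factor Mlxipl -2.62 and the mitochondrial regulator Ppargc1a -2.48. The lipase Pnpla3 and the lipid droplet protein Plin5 each had 1 count in the senescent library, and the 95% counting interval for Pnpla3 ran from -11.39 to -3.55. In the study's lipid terms, 47 of 48 genes were lower, all but Esr1, and these genes were chosen on these libraries, so the count is not independent evidence of direction. A minimum of 50 counts ended the call of Plin5. The set also holds chemokines and a regulator of NF-kB, among them Cxcl1 at -1.73, Cxcl5 at -2.92 and Tnfaip3 at -1.91. On lists fixed beforehand, 3 of 25 genes of fatty acid oxidation were lower (1 of these in the study's tables) and none was higher, and the carnitine transferase Cpt1a had -0.47. The median of that list was -0.75, below all random lists matched on expression. Of 15 genes of lipolysis and lipid droplets 4 were lower (3 of these in the study's set) and 1, Fitm2, was higher, a call that total counts or the upper quartile as scaling ended, and the triglyceride lipase Pnpla2 had 0.51. The median of this list was -0.43, at percentile 1.27, and it was -0.24 after removal of trends over GC content and exon length. Of its ratios 6 lay above 0 and 9 below, and the latter include the study's 3 lower genes. Without these 3, as many ratios would lie above 0 as below, so neither the median nor the percentile is independent evidence. Of 16 genes of fatty acid and triglyceride synthesis 1, Mlxipl, was lower and none was higher, and Fasn had 0.30. Of these genes 13 had a ratio below 0, and the list median was -0.34, at percentile 0.23.

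**Figure D3:**
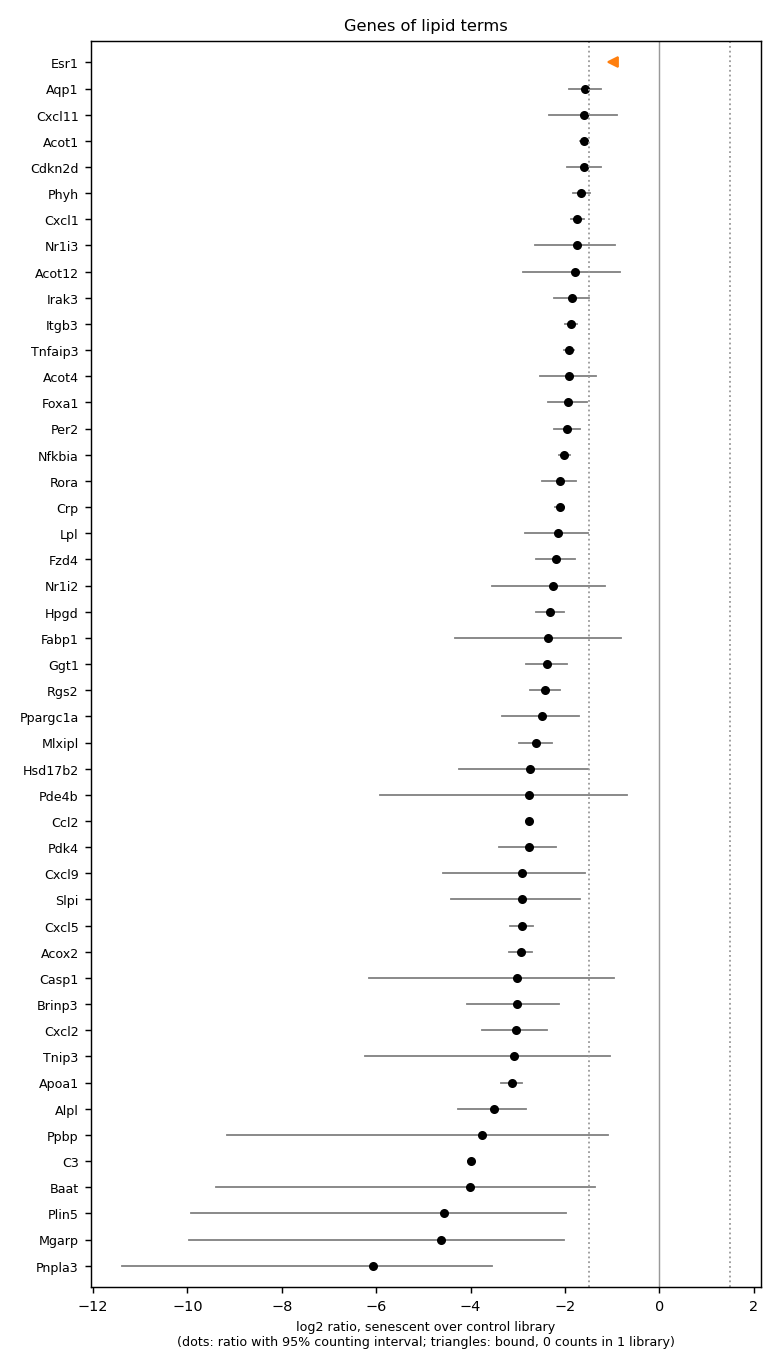
Log2 ratio of the senescent over the control library for genes of the study's lipid terms, with 95% counting intervals. All dots lie left of 0, and the triangle marks Esr1, which had 0 senescent counts; dotted lines mark 1.5 in size.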

### Senescent AML12 cells create a pro-inflammatory environment and sensitize healthy AML12 cell towards pathological damage

Senescent cells secrete senescence-associated secretory proteins such as IL6 and IL1-β. These secreted proteins are thought to be responsible for creating a pro-inflammatory environment for neighboring cells during aging-associated diseases [1, 26, 27]. We found that senescent AML12 cells showed higher expression of the pro-inflammatory genes, *IL1b* and *IL6* (Figure 6A). Similarly, liver tissue from old mice showed significantly higher expressions of *IL1b* and *IL6* mRNA (Figure 6B). We next treated control AML12 cells with conditioned media collected from senescent AML12 cell cultures, and found that they not only increased the expression of inflammatory (*IL1b, IL6, CCL2*) and fibrosis (*IL11*) genes in normal AML12 cells but also increased the latter’s sensitivity to induction of inflammatory (*IL1b, IL6, CCL2*) and fibrosis (*IL11*) genes by saturated fatty acids (palmitate 0.5 mM for 24 h) in comparison to conditioned media prepared from control AML12 cell cultures (Figure 6C). Interestingly, RNAseq pathway analysis revealed that IL1b production and IL1b secretory pathways as well as with extracellular matrix-related pathways were significantly upregulated (Supplementary Figure 1D, Supplementary data-RNAseq Pathway analysis> Pathways Up). Furthermore, superoxide generation unfolded protein response (UPR), TNF-mediated signaling, chemokine secretion pathways, and the urea cycle were significantly upregulated (Supplementary Figure 1A, Supplementary Data-RNAseq Pathway analysis in Pathways Up). 

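The genes behind the IL1b terms were the DNA sensor Aim2 and the receptor F2rl1. Aim2 had 25 control and 93 senescent counts and a log2 ratio of 2.13 (95% counting interval 1.48 to 2.83), and F2rl1 had 1.62 (95% counting interval 1.41 to 1.83); Aim2 lies on chromosome 1 of GRCm38 from 173350879 to 173466040. Of the 23 genes of the extracellular matrix terms 21 were higher, 10 of the 23 had under 10 control counts, and the study chose all of these genes on these libraries, so neither count is independent evidence of direction. The proteoglycan aggrecan (Acan) had 52 control and 1101 senescent counts and a log2 ratio of 4.64 (95% counting interval 4.24 to 5.07). The collagenase Mmp13 had 3.10, the basement membrane protein Nid1 2.43, the adhesion protein Jam2 3.49 and the lysosomal protease Ctsl 1.58. Plasminogen (Plg) had 0 control and 18 senescent counts, 7.07-fold higher against 3 control counts, and its 95% counting interval began at a log2 ratio of 2.37. Mmp10 had 0 and 12, 4.71-fold higher against 3 control counts, with an interval from 1.71. On a list of 21 collagens and laminins fixed beforehand, 5 were higher (4 of these in the study's set) and 3 were lower, the latter including Col12a1 at -2.71, and the median of 0.66 lay above all random lists matched on expression. Of 10 interleukin-1 and inflammasome genes 2, again Aim2 and F2rl1, were higher and 3 were lower (2 of these in the study's tables), with the receptor Il1r1 at -2.86 and Casp4 at -2.57 and a list median of -0.77, at percentile 2.68. Il1b itself had 0 control and 1 senescent count, so that no difference was detectable at this depth. At least 50 counts in 1 library as the minimum left 12 extracellular matrix genes higher, and total counts or the upper quartile as scaling ended the call of Ctsl.

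**Figure D4:**
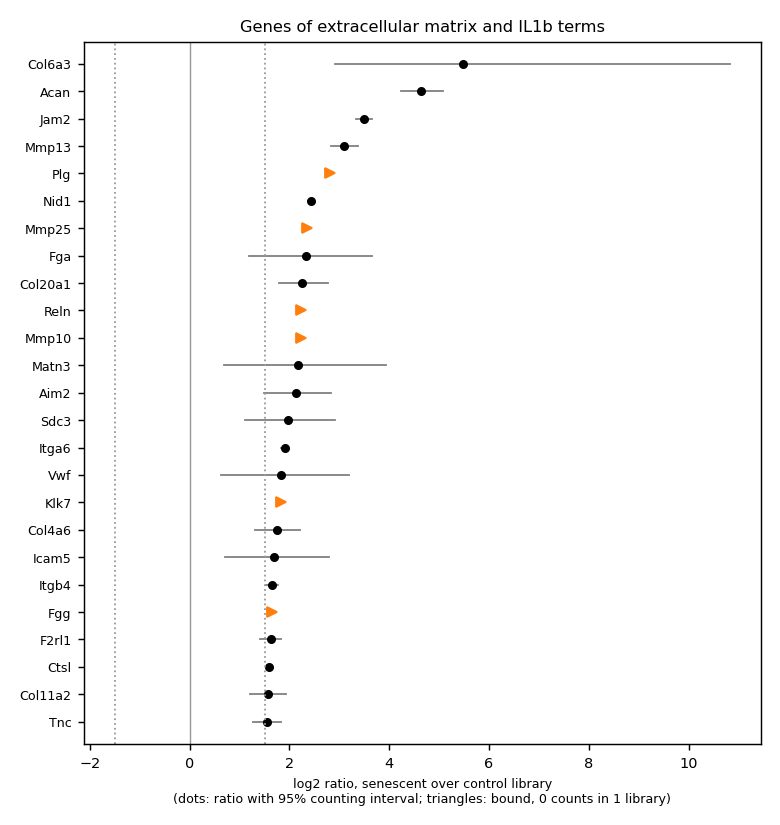
Log2 ratio of the senescent over the control library for the study's genes of the extracellular matrix and IL1b terms. Dots carry 95% counting intervals and triangles are lower bounds for genes with 0 control counts; Ctsl and Nid1 have narrow intervals, and Col6a3, with 1 control count, has the widest.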

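Cytosolic heat shock proteins stand in both the unfolded protein response and the TNF terms of the study: Hspa1a had 82 control and 443 senescent counts and Hspa1b had 266 control and 1227 senescent counts. All 3 genes of the unfolded protein term and both of the TNF term were higher, as were both of the chemokine secretion term, the receptors F2rl1 and Csf1r; the study chose them on these libraries, so this is not independent evidence. Csf1r, also a leukocyte marker, had 15 control and 40 senescent counts and a log2 ratio of 1.65 (95% counting interval 0.76 to 2.61), and its call ended with a minimum of 50 counts and with the exact test at an assumed coefficient of variation of 0.2. Of the urea cycle genes, the carbamoyl phosphate synthetase Cps1 had 19 control and 55 senescent counts and a log2 ratio of 1.77 (95% counting interval 0.99 to 2.60), and the arginase Arg1 had 0 and 6 counts, under the count minimum. Cps1 lies on chromosome 1 of GRCm38 from 67123026 to 67231259. On the urea cycle list fixed beforehand, 1 of 5 measured genes, Cps1, was higher and none was lower, and Ass1 had a log2 ratio of -1.34. Of 20 genes of the unfolded protein response of the ER 1, Chac1, was higher and 3 were lower, among them the chaperone Hspa5 at -1.63 with 87141 control and 23935 senescent counts and Sdf2l1 at -2.15. The median of that list was -0.45, below all random lists matched on expression. Of 8 genes of superoxide-generating oxidases and their regulators 1, the kinase Syk, was higher and 2 were lower, including the oxidase subunit Cybb at -2.19. Of 12 cytokines and chemokines of the senescence-associated secretory phenotype none was higher and 7 were lower (6 of these in the study's table of lower genes), with Ccl20 at -4.01. Of 22 proteases and growth factors of that phenotype 5 were higher, all of them in the study's table of higher genes, and 2, Igfbp7 and Icam1, were lower. The median of this list was 0.30, at percentile 98.2 of the random lists. Of its ratios 13 lay above 0 and 9 below, and the former include the study's 5 higher genes. Without these 5, more ratios would lie below 0 than above, so neither the median nor the percentile is independent evidence.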

While, several glutathione metabolism regulating REDOX pathways along with nuclear receptors transcription pathways were significantly downregulated (Supplementary Figure 2B, 2C, Supplementary Data-RNAseq Pathway analysis in Pathways Down).

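Several glutathione S-transferases and gamma-glutamyltransferases were lower in the senescent library. Gstt1 had 2171 control and 438 senescent counts and a log2 ratio of -2.07 (95% counting interval -2.22 to -1.92), Gstm1 had -1.51 (95% counting interval -1.59 to -1.44), and Ggt7 had -3.46 (95% counting interval -4.63 to -2.49). Gstt1 lies on chromosome 10 of GRCm38 from 75783813 to 75798584. Of the 11 genes in the study's glutathione terms 10 were lower, and the remaining gene, Mgst1, had -1.50 (95% counting interval -1.59 to -1.41); the Gstm genes are close paralogs whose reads can be shared. Of 7 nuclear receptors in the study's term 6 were lower, with Nr5a2 at -3.30, the xenobiotic receptors Nr1i2 and Nr1i3 at -2.26 and -1.74, and Rora at -2.11, while Esr1 had 7 control counts and 0 senescent counts, under the count minimum. A minimum of 50 counts ended the calls of Nr1i2 and Esrrb. Both sets were chosen by the study on these libraries and are not independent evidence of direction. On lists fixed beforehand, 7 of 21 glutathione S-transferases were lower, all of them in the study's set, and 1, Gsta2, was higher at 1.62. The median of -0.90 lay below all random lists matched on expression. Of 15 genes of glutathione synthesis and turnover 3 were lower, all of them in the study's tables, and 1, Chac1, was higher. Gclc, the catalytic subunit of the rate-limiting ligase, had 0.87 (95% counting interval 0.84 to 0.89). Of 34 nuclear receptors 6 were lower, all of them in the study's tables, and 1, Nr1d1, was higher at 1.97, and Hnf4a had 0.15. The median of the receptor list was -0.05, at percentile 50.5, with 16 ratios above 0 and 18 below.

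**Figure D5:**
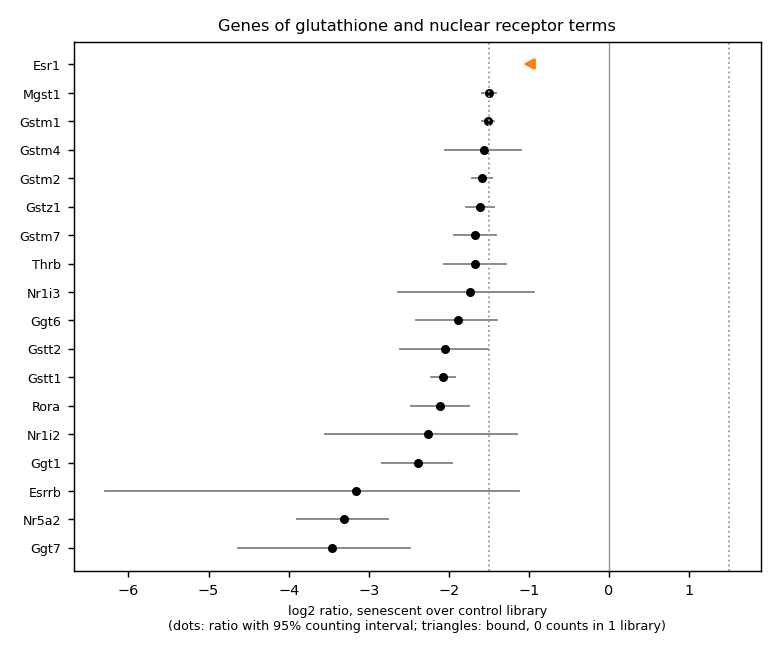
Log2 ratio of the senescent over the control library for the study's genes of the glutathione and nuclear receptor terms, with 95% counting intervals. All dots lie left of 0; Gstm1 and Mgst1 lie beside the dotted line at 1.5 in size, and the triangle marks Esr1 with 0 senescent counts.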

## DISCUSSION

Cellular senescence significantly increases in most tissues during aging [9, 12, 24]. Previous *in vitro* senescence models have utilized primary fibroblasts or hepatic carcinoma cells that were subjected to oxidative stress conditions or irradiation [17–23]. However, these models have limited application to the aging liver due to differences in their respective molecular and metabolic phenotypes. Since oxidative stress and mitochondrial dysfunction are considered to be critical for senescence and aging [6, 11, 24, 25], we subjected non-transformed AML12 hepatic cells to multiple exposures of sublethal H_2_O_2_ to induce premature cellular senescence to study hepatic aging *in vitro*. In particular, they showed increased expression of key senescence genes such as *Tp53, CDKN2A/p21*, and *CDKN1A*/*p16* as well as increased numbers of SA-βGal and γH2A.X positive cells that had condensed chromatin in larger nuclei (Figures 1 and 2).

**Figure 2:**
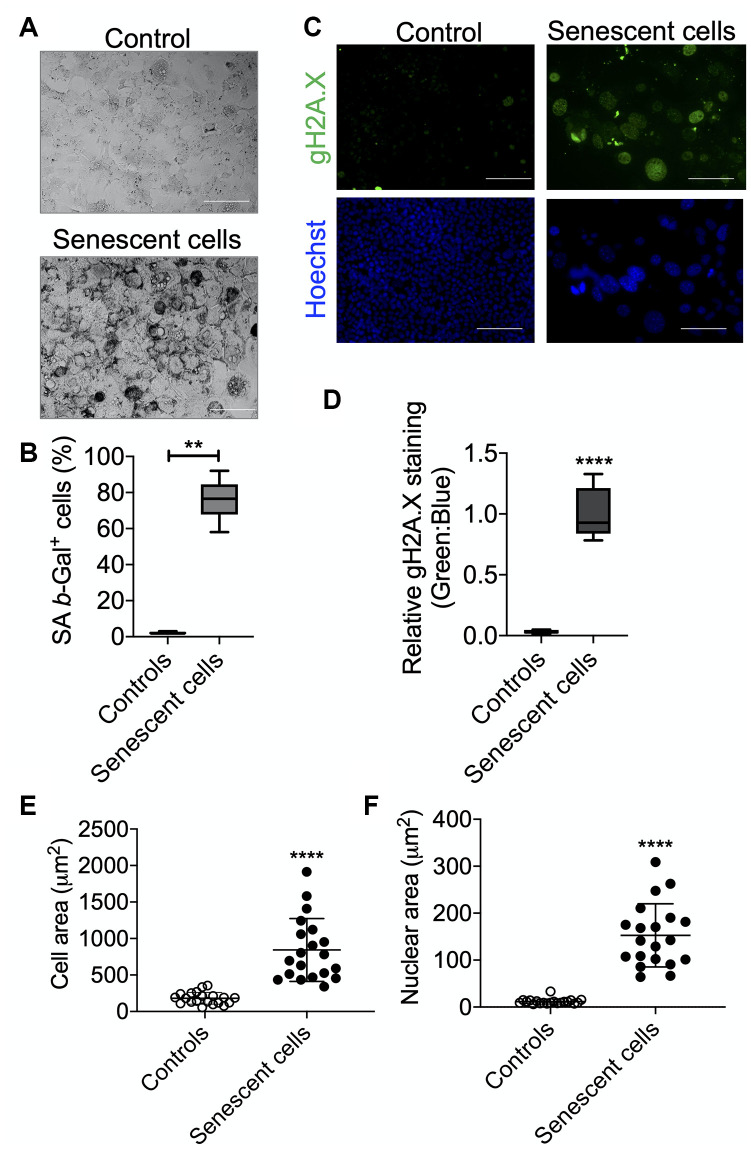
**Senescence validation by SA β-Gal and γH2A.X staining.** After senescence induction at day 7, cells were re-seeded in 4-chambered slides and next day SA β-Gal (**A**) and γH2A.X (**B**) staining were performed. Cells were counted manually for analyzing SA β-Gal^+^ cells over total cells and presented as percent positive cells. Scale bars as 50 μm. (**C**) Cells were counter-stained with Hoechst 33324 for immunofluorescence imaging and relative γH2A.X signals were analyzed over Hoechst 33324 signals. Scale bars as 100 μm. (**D**). (**E** and **F**). Area of the cells (**E**) and nucleus (**F**) were measured using ImageJ (NIH) software. Statistical differences were calculated significant as *p<0.05 and **p<0.001.

Senescent cells are metabolically hyperactive and display a metabolic shift consisting of marked increases in glycolysis, mitochondrial activity, and mitochondrial damage due to proton leakage [8, 27, 28]. After AML12 cells were given multiple sublethal H_2_O_2_ doses, we found they increased their cellular bioenergetics (Figure 3A, 3B) and showed greater reliance upon glycolysis under nutrient stress conditions. Subsequent analysis of the glycolysis stress test confirmed senescent AML12 cells had greater glycolytic potential and reserve than control cells (Figure 3C, 3D). Senescent cells also have increased mitochondrial activity compared to control cells. However, this increased activity did not lead to more ATP production due to concomitant increases in basal uncoupling and proton leakage that occurred in senescent cells [1, 25]. These findings suggested that increased intracellular AMP:ATP concentration ratio in senescent cells may have led to the AMPK activation [1, 27, 29].

**Figure 3:**
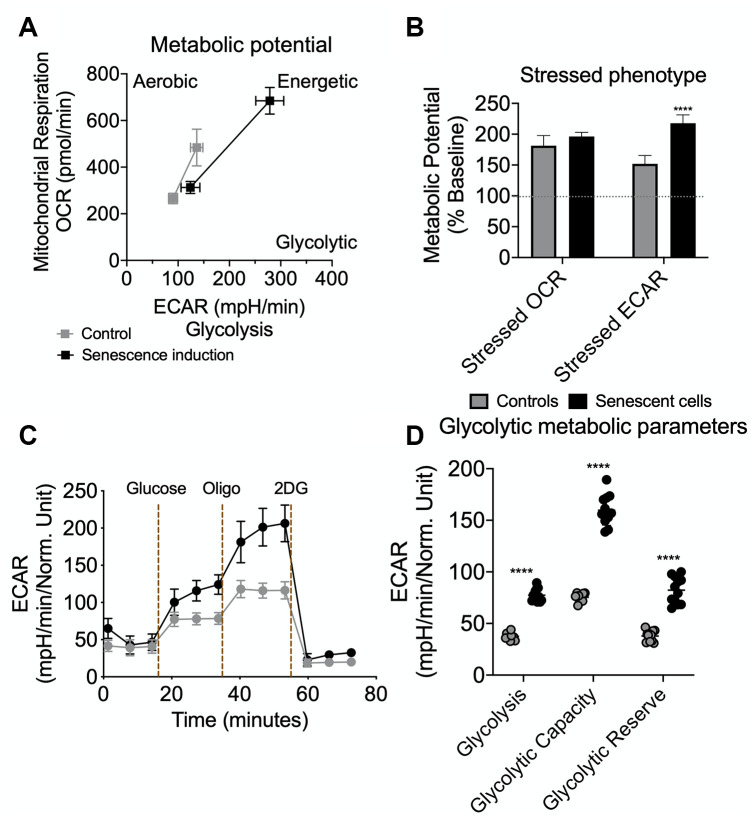
**Seahorse extracellular flux analysis for metabolic potential and glycolytic flux in senescent AML12 cells.** Agilent Seahorse XF Cell Energy Phenotype Test kit was used with Agilent Seahorse XFe96 Extracellular Flux Analyzer to analyze control and senescent AML12 cell’s metabolic potential (**A**) and stressed phenotype (**B**). Oxygen consumption rate (OCR) represents mitochondrial respiration while the extracellular acidification rate (ECAR) represents glycolytic potential under basal and stressed conditions (as described in Methods) (**A**). Percent change in mitochondrial oxidative phenotype (OCR) and glycolytic phenotype (ECAR) under stress over basal (100%) conditions (**B**). Agilent Seahorse XF Glycolysis Stress Test kit was used with Agilent Seahorse XFe96 Extracellular Flux Analyzer to analyze control and senescent AML12 cell’s glycolytic flux and reserve capacity (**C**). Glycolytic metabolic parameters were calculated as described in the Methods (**D**). All the parameters presented in the panel **B** and **D** were calculated using Seahorse Wave Desktop software. Statistical differences were calculated significant as **p<0.01; ****p<0.0001.

The senescent AML12 cells also had significantly higher basal respiration and maximum respiration than normal AML 12 cells (Figure 4A, 4B). However, these changes were not accompanied by increases in % spare respiratory capacity and ATP production. Notably, similar changes in mitochondrial function also have been reported to be present in livers from aged mice [1]. Previously, impairments in hepatic fatty acid oxidation and glucose intolerance have been described in the aged liver [1, 30]. In the senescent AML12 cells, mitochondrial fuel oxidation analysis also showed significantly lower fuel flexibility and less total capacity for glucose and fatty acid oxidation (Figure 4C). Taken together, our findings show that there is altered metabolism and mitochondrial function in senescent AML12 cells that resemble some of the changes previously reported in the aged liver [1, 8, 27, 28, 30].

**Figure 4:**
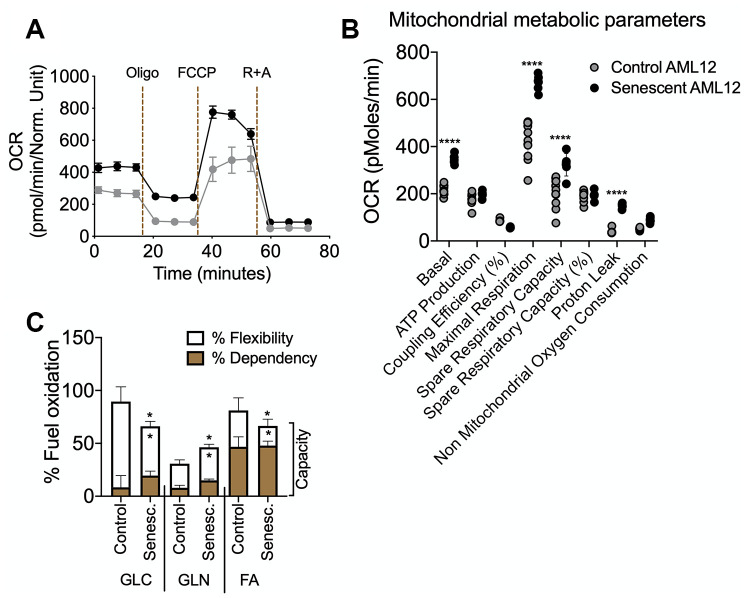
**Seahorse extracellular flux analysis for mitochondrial metabolic parameters and fuel oxidation in senescent AML12 cells.** Agilent Seahorse XF Mito Stress Test kit was used with Agilent Seahorse XFe96 Extracellular Flux Analyzer to analyze control and senescent AML12 cell’s mitochondrial metabolic potential (**A** and **B**). (**C**) Agilent Seahorse XF Mito Fuel Flex kit was used with Agilent Seahorse XFe96 Extracellular Flux Analyzer to analyze control and senescent AML12 cell’s mitochondrial fuel (glucose, glutamine, and fatty acids) oxidation. All the parameters presented in the panel **B** and **C** were calculated using Seahorse Wave Desktop software. Statistical differences were calculated significant as *p<0.05 and ****p<0.0001.

Interestingly, senescent AML12 cells also showed a compensatory increase in mitochondrial glutamine oxidation (Figure 4C). Glutamine activates hepatic metabolic pathways involving PEPCK and the p70S6K. Phosphorylation of the latter enzymes leads to inhibition of autophagic proteolysis and induction of cell swelling [31, 32]. Glutamine oxidation also facilitates mTOR activation by leucine, an activator of glutaminolysis, to regulate cell growth and autophagy [33]. In this connection, we also observed decreased autophagy in senescent AML12 cells (Figure 5A, 5B). The activated mTOR signaling and increased p70S6K phosphorylation likely led to the inhibition of autophagy. Moreover, this decrease in autophagy and fatty acid oxidation likely contributed to the fuel-switching since we previously showed that both lipophagy and mitophagy are critical for β-oxidation of fatty acids in the liver [34–36]. Supporting this notion, we saw increased fat accumulation in the senescent cells (Figure 5E–5G). Our findings also were consistent with the observation that autophagy impairment associated with lysosomal and mitochondrial dysfunction is an important characteristic of oxidative stress-induced senescence [37]. On the other hand, our findings are in contrast to several studies that showed little or no change in autophagy during senescence in cells from other tissues [28, 38]. These differences suggest that there may be cell- and tissue-specific changes in autophagy during senescence occur. Nonetheless, it appears that in the liver, autophagy decreases with aging and may be involved in many age-related diseases such as NAFLD and Type 2 DM [1, 3, 11, 12, 39]. In this connection, we found that both senescent AML12 cells and livers from aged mice showed late autophagy block associated with increased intracellular fat content (Figure 5A–5G).

**Figure 5:**
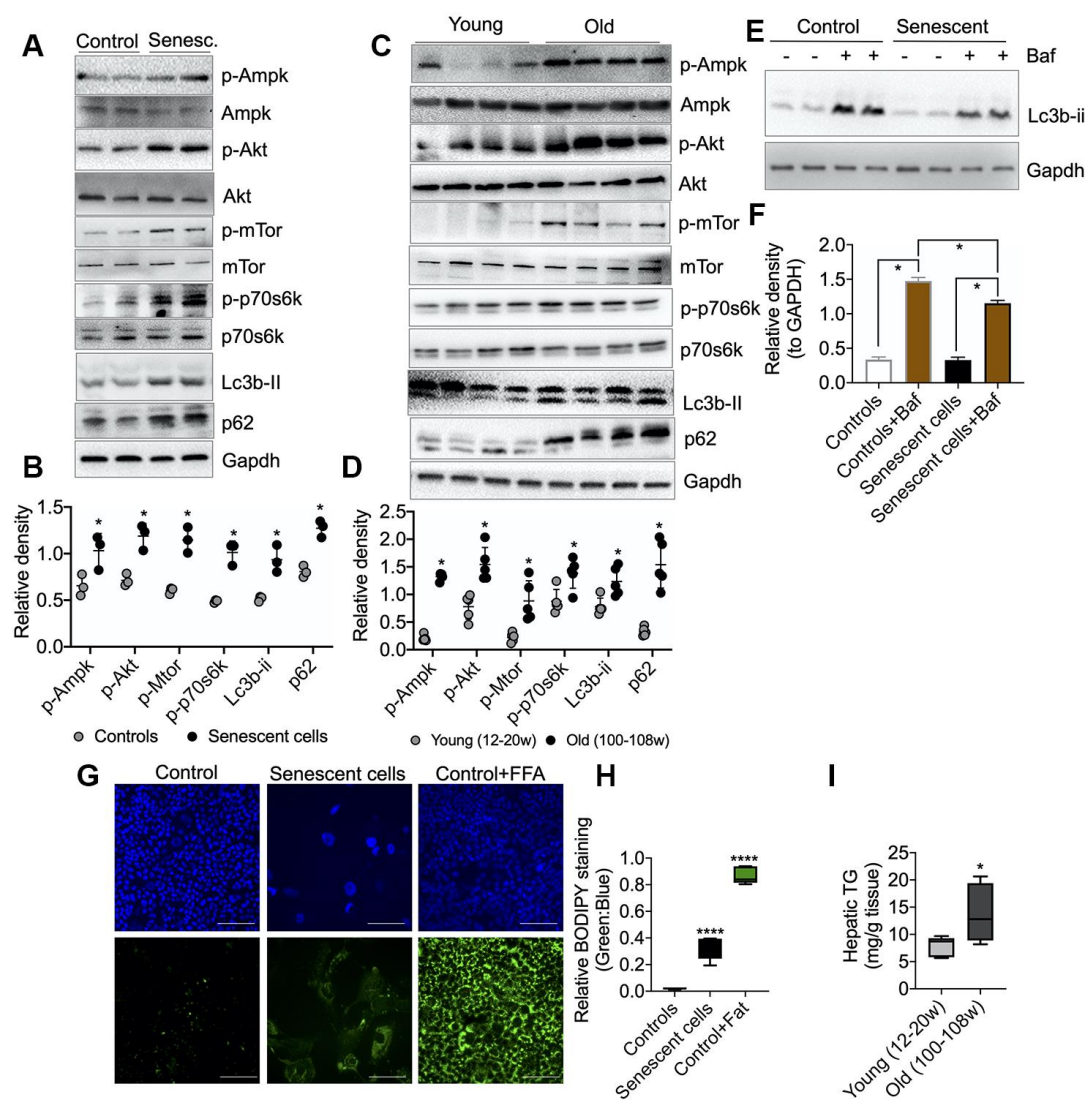
**Molecular analysis of energy-sensing pathways in senescent AML12 cells and liver tissues from young and old mice.** (**A**) Western blot analysis of energy sensing and autophagic proteins including GAPDH in control and senescent AML12 cells. (**B**) Relative densitometric values of Western blots were calculated using ImageJ (NIH) software and normalized to GAPDH (n=3). (**C**) Western blot analysis of energy sensing and autophagic proteins including GAPDH in liver tissue from young and old mice. (**D**) Relative densitometric values of Western blots were calculated using ImageJ (NIH) software and normalized to GAPDH (n=5). (**E**) Western blot analysis of autophagy flux using lysosome inhibitor Bafilomycin A1 (Baf) in control and senescent AML12 cells under basal condition. (**F**) Relative densitometric values of Western blots were calculated using ImageJ (NIH) software and normalized to GAPDH (n=3). (**G**) Immunofluorescence analysis of neutral lipids accumulation (fat droplets) in control and senescent AML12 cells using BODIPY stain. Images were taken at 10x magnification. Control cells were treated overnight with 0.75 mM fatty acids Oleic Acid:Palmitic Acid (2:1) as a positive control. Scale bars as 100 mm. (**H**) Relative BODIPY fluorescence was calculated over Hoechst 33342 fluorescence using ImageJ software (NIH). (**I**) Hepatic triglyceride measurement was performed in the liver tissues from young and old mice. Statistical differences were calculated significant as *p<0.05 and ****p<0.0001.

AMPK is a glucose and cellular energy sensor that is activated during states of energy depletion. In the liver, it can sense increased AMP:ATP and ADP:ATP concentration ratios, and activates compensatory responses such as increasing fatty acid oxidation, mitochondrial biogenesis, and glucose uptake, as well as inhibiting fatty acid synthesis [40, 41]. AMPK activation also induces cell cycle arrest and senescence by directly phosphorylating p53 at multiple sites [42]. In contrast to AMPK, which senses energy depletion and activates catabolic pathways, mTOR senses the fed state and activates anabolic pathways during cell growth and proliferation. Thus, AMPK and mTOR often have opposing roles in the metabolically active tissues of mammals [43]. However, the reciprocal actions of AMPK and mTOR that maintain metabolic homeostasis becomes impaired during senescence and leads to concurrent activation of both mTOR and AMPK. This dysregulation also is found in the aged liver [1, 27, 28]. Similarly, we found that both AMPK and mTOR were activated in senescent AML12 cells (Figure 5), suggesting that energy-sensing became dysregulated due to impaired oxidative phosphorylation, ATP production, (Figure 4A, 4B), and a compensatory increase in anaerobic glycolysis (Figure 3C, 3D).

Senescent cells employ an energy-dependent process to secrete SASP proteins comprised of high levels of inflammatory cytokines, immune modulators, growth factors, and proteases [7, 8, 28, 44, 45]. IL6 and IL1β are major secretory interleukins that are present in SASP proteins [1, 3, 8, 46]. In this connection, we observed that glycolysis increased in senescent AML12 cells (Figure 3C, 3D), and was accompanied by increased expression of IL6 and IL1β mRNA. Similar findings also were observed in livers from aged mice (Figure 6A, 6B). Interestingly, when we incubated healthy AML12 cells with conditional media collected from senescent AML12 cells, they became more sensitive to the inflammatory response caused by the saturated fatty acid, palmitate (Figure 6C). Our findings showed that SASP proteins play an important role in generating a pro-inflammatory environment during aging and age-related metabolic diseases, and were consistent with earlier reports on SASP proteins [1, 3, 8, 46].

**Figure 6:**
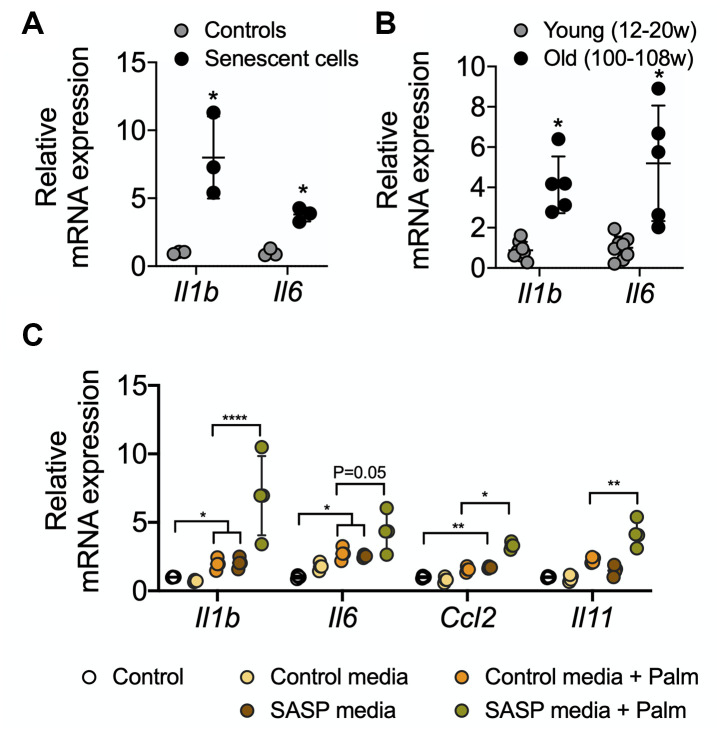
RT-qPCR analysis of SASP-related proinflammatory genes in senescent AML12 cells and liver tissues from young and old mice. RT-qPCR analysis of SASP-related proinflammatory genes in senescent AML12 cells (**A**) and liver tissues from young and old mice (**B**). (**C**) RT-qPCR analysis of inflammatory interleukins, chemokine CCL2 and fibrotic IL11 genes in control AML12 cells treated with conditional media from senescent AML12 cells (24 h) along with or without saturated fatty acids palmitate (0.5 mM for 24 h). Statistical differences were calculated significant as *p<0.05, **p<0.01, and ****p<0.0001.

In conclusion, we generated senescent AML12 hepatic cells that faithfully recapitulate many of the features of senescence found in livers of aged mice. In particular, the senescent AML12 cells expressed many of the key cellular markers of senescence and exhibited altered mitochondrial metabolism and molecular signaling that were similar to those found in the livers of aged mice. Most interestingly, they showed metabolic fuel switching from fatty acid utilization in normal AML12 cells to glycolysis and glutamine utilization. The increase in mTOR signaling, perhaps due to increased glycolysis, led to a decrease in autophagy which then decreased β-oxidation of fatty acids. This process further increased glycolysis and increased glutamine oxidation by the senescent AML12 cells. Furthermore, the senescent AML12 cells produced a pro-inflammatory environment that rendered neighboring hepatic cells more susceptible to saturated fatty acid-induced toxicity. The latter effect may occur in NAFLD during the progression from hepatosteatosis to non-alcoholic steatohepatitis (NASH). In summary, senescent AML 12 cells share many of the molecular, cell signaling, and metabolic characteristics found in the aged liver, and will be a useful tool for further mechanistic studies on aging in the liver.

## MATERILS AND METHODS

### Senescence induction in normal mouse AML12 cells and analysis of cell replication

The AML12 (alpha mouse liver 12) cells were purchased from ATCC, USA (ATCC® CRL-2254™) and maintained as described in the standard protocol (https://www.atcc.org/Products/All/CRL-2254.aspx#culturemethod). 4x10^6^ AML12 cells were seeded in a T175 cell culture flask for senescence induction. 30% (9.77 M) hydrogen peroxide (H_2_O_2_) was used for senescence induction. At day 1, cells were treated with 1 mM H_2_O_2_ for 1 h in serum-free medium followed by incubation in complete DMEM:F12 medium (containing 10% FBS, 1x ITS, 100 nM dexamethasone, and 1x penicillin and streptomycin) for recovery for 23 h. from day 2 to day 6, 750 μM H_2_O_2_ for 1 h in serum-free medium followed by 23 h recovery was used. Morphological changes should be visualized from day 3 of H_2_O_2_ treatment (Figure 1B). At day 7, 0.3x10^6^ control and senescent AML12 cells were seeded in each well of 6-well plate for cell replication analysis and counted (using Countess™ II Automated Cell Counter, ThermoFisher) at every other day for three days as shown in Figure 1C.

### Senescence-associated secretory phenotype (SASP) induced palmitate toxicity

AML12 senescence was induced as described above and after day 7 AML12 complete media was replaced with basal media (DMEM:F12) containing only 1x penicillin and streptomycin for 24 h. The next day, this conditional media was collected from control and senescent AML12 cells and put on new control AML12 cells seeded in other 6-well plates for 24 h. Palmitate was used at 0.5 mM concentration in 0.5% BSA supplemented (in a pathological FA:BSA ratio 6:1) in control media as well as senescent conditional media was used to represent pathological fatty acids concentration in serum [47]. Equivalent BSA was used as appropriate controls.

### Animal experiments

12-20 weeks age male C57BL6/J mice (consider young), whereas 100-108 weeks age male C57BL6/J mice (consider old) were purchased from Jacksons Laboratory USA (Stock: 000664) and used in this study. Animals were housed in hanging polycarbonate cages under a 12 h light/12 h dark cycle at 23 °C with food and water available *ad libitum*. All cages contained shelters and nesting material. 6 h fasted mice were euthanized, and liver was collected and snap-frozen in liquid nitrogen for subsequent analysis. All mice were maintained according to the Guide for the Care and Use of Laboratory Animals (National Institutes of Health publication 1.0.0; revised 2011), and experiments were approved by SingHealth Institutional Animal Care and Use Committee.

### mRNA expression analysis by reverse transcription-quantitative PCR

Total RNA isolation from cultured cells and liver tissue was performed using InviTrap Spin Universal RNA kit (Stratec Biomedical, Birkenfeld, Germany), and RT-qPCR was performed as described previously [48] using QuantiTect SYBR Green PCR kit and KiCqStart SYBR Green optimized primers from Sigma-Aldrich (KSPQ12012).

### Protein extraction and expression analysis by Western blotting

Cultured cells or 50 mg of liver tissues were lysed using CelLytic M mammalian cell lysis/extraction reagent (C2978, Sigma-Aldrich). An aliquot was removed, and protein concentrations were measured using the BCA kit (Bio-Rad). Western blotting was performed using a standard protocol, as described previously [49]. Primary antibodies at dilution 1:500 for phospho-AMPK-alpha (T172) (CST: 2535S), AMPK-alpha (D5A2) (CST: 5831S), phospho-AKT (S473) (CST: 4058S), AKT (CST: 9272S), phospho-mTOR (S2448) (CST: 5536S), mTOR (7C10) (CST: 2983S), phospho-p70S6K (Thr389) (CST: 9206S), p70S6K (CST: 9202s) 1:5000 for LC3B-II (CST: 2775S), GAPDH (CST: 2118L), and 1:1000 for p62 (CST: 5114S) were used. Western blot images were captured on the Gel-Doc system (Bio-Rad), and densitometry analysis was performed using ImageJ software (National Institutes of Health). The integrated density of the target protein was normalized with the GAPDH; the mean was plotted in graphs.

### Immunofluorescence analysis for γH2A.X

Cells were cultured in 4-well chambered slides, fixed in 4% paraformaldehyde and incubated in 1:200 diluted γH2A.X antibody (CST: 9718) overnight at 4 ^o^C after blocking as described previously [36]. 1:200 Alexa Fluor 488 (Molecular Probes, ThermoFisher) was used to collect signals. Cells were counter-stained with 5 μM Hoechst 33342 (Abcam: ab228551) for 5 min and mounted using VECTASHIELD^®^ Antifade Mounting Medium H-1000 (Vector Laboratories) and visualized under 40x magnification using Zeiss LSM confocal microscope. Five images were clicked randomly using ZEN 2 (blue edition) software and quantification of green fluorescence was normalized with blue using ImageJ software (National Institutes of Health) and plotted as a graph.

### Senescent associated β-Gal staining in AML12 cells

Cellular Senescence Assay kit (Merck Millipore: KAA002) was used to detect senescent AML12 by SA β-Gal staining as per the manufacturer’s protocol. X-Gal staining was performed overnight at 37 ^0^C and crystals were visualized under the microscope at 10x magnification. Five images were captured randomly using an Olympus inverted microscope and cells were counted for SA β-Gal^+^ Cells, and shown as percent positive cells.

### Seahorse extracellular flux analysis for bioenergetic phenotyping, mitostress test, glycolytic stress test and mitochondrial fuel oxidation analysis

Seahorse extracellular flux analyser XFe96 (Agilent) was used for bioenergetic phenotyping, mitostress test, glycolytic stress test and mitochondrial fuel oxidation analysis, and Seahorse Wave Desktop software was used for report generation and data analysis, and GraphPad PRISM 8 was used for statistical analysis and data presentation.

Bioenergetic phenotyping: Agilent Seahorse XF Cell Energy Phenotype Test kit was used with Agilent Seahorse XFe96 Extracellular Flux Analyzer that rapidly measures mitochondrial respiration and glycolysis under baseline and stressed conditions, to reveal the three key parameters of cell energy metabolism: Baseline Phenotype, Stressed Phenotype, and Metabolic Potential (https://www.agilent.com/cs/library/usermanuals/public/XF_Cell_Energy_Phenotype_Test_Kit_User_Guide.pdf). Simultaneous acute injections of mitochondrial inhibitors oligomycin and FCCP reveals live cell’s metabolic potential under stress. Oligomycin (1 μM) inhibits ATP production by the mitochondria, and causes a compensatory increase in the rate of glycolysis as the cells attempt to meet their energy demands via the glycolytic pathway. Whereas, FCCP (1 μM) depolarizes the mitochondrial membrane, and drives oxygen consumption rates higher as the mitochondria attempt to restore the mitochondrial membrane potential.

Glycolysis stress test: Agilent Seahorse XF Glycolysis Stress Test Kit was used as per the standard protocol by Agilent Seahorse (https://www.agilent.com/en-us/agilent404?s=www.agilent.com/cs/library/usermanuals/public/XF_Glycolysis_Stress_Test_Kit_User_Guide.pdf). Glucose conversion to lactate (Glycolysis) results in net production and extrusion of protons into the extracellular medium (acidification). As glycolysis occurs, the resulting acidification of the medium surrounding the cells is measured directly by the analyzer and reported as the Extracellular Acidification Rate (ECAR).

To understand the complete glycolytic potential of the cell, ECAR of cells was measured (three times) before and after sequential injections of three different compounds, glucose (10 mM), oligomycin (1 μM) and 2-Deoxy-D-glucose (2-DG; 100 mM) sequentially.

Mito stress test: Agilent Seahorse XF Mito Stress Test Kit was used as per the standard protocol by Agilent Seahorse (https://www.agilent.com/cs/library/usermanuals/public/XF_Cell_Mito_Stress_Test_Kit_User_Guide.pdf). This test measures key parameters of mitochondrial function by directly measuring the oxygen consumption rate (OCR) of cells. Oligomycin (1 μM; inhibits ATP synthase) was injected first following basal OCR measurements. The second injection of FCCP (1 μM; an uncoupling agent that collapses the proton gradient and disrupts the mitochondrial membrane potential) followed by the third injection which was a mixture of rotenone (1 μM; a complex I inhibitor) and antimycin A (1 μM; a complex III inhibitor).

Mito fuel flex test: Agilent Seahorse XF Mito Fuel Flex Test Kit was used as per the standard protocol by Agilent Seahorse (https://www.agilent.com/cs/library/usermanuals/public/XF_Mito_Fuel_Flex_Test_Kit_User_Guide%20old.pdf). This test measures the dependency, capacity, and flexibility of cells to oxidize three mitochondrial fuels in real-time in living cells: Glucose (pyruvate), Glutamine (glutamate) and Long-chain fatty acids. This test determines the rate of oxidation of each of these fuels by measuring OCR of cells in the presence or absence of fuel pathway inhibitors. UK5099 (2 μM; glucose oxidation pathway inhibitor) that blocks the mitochondrial pyruvate carrier (MPC); BPTES (3 μM; glutamine oxidation pathway inhibitor) that allosterically inhibits glutaminase (GLS1); and Etomoxir (4 μM; long-chain fatty acid oxidation inhibitor) that inhibits carnitine palmitoyl-transferase 1A (CPT1A), a critical enzyme of mitochondrial beta-oxidation.

The data later represented as fuel oxidation dependency, flexibility and total capacity. ‘Dependency’ indicates the fuel oxidation at basal in control or senescence cells. Inhibiting the two alternative pathways followed by the pathway of interest enables the calculation of cells’ mitochondrial ‘capacity’ to meet energy demand. ‘Flexibility’ (that is calculated by subtracting the dependency from the capacity for the target fuel oxidation pathway) indicates the cells’ mitochondria can compensate for the inhibited pathway by using other pathways to fuel mitochondrial respiration. The presence of dependency and the absence of flexibility demonstrates that the mitochondria require that fuel pathway to maintain basal OCR.

### Immunofluorescence imaging of intracellular lipids using BODIPY™ 493/503

Control and senescent AML12 cells were seeded in 24-well plate at 7^th^ day of the protocol, and cultured for 24 h. Cells were rinsed with 1x PBS and stained with BODIPY™ 493/503 (D3922; Molecular Probes, ThermoFisher Scientific) at 1:1000 dilution for 15 min. Cells were then rinsed with 1xPBS containing Hoechst 33342 (Sigma) to counterstain nucleus for 5 min. After the rinse, cells were kept in 1x HBSS for imaging. Leica fluorescent microscope was used at 10x magnification for visualization and LAS X imaging software was used for image capture.

### Liver triglycerides measurements in young and old mice

Liver triglyceride was measured using triglyceride colorimetric assay kit (Cayman Chemical) as per the manufacturer’s protocol.

### RNAseq and pathway analysis

We performed RNAseq analysis on three polled samples of each control and senescent AML12 cells to understand the pathways regulated during senescence induction. The RNAseq dataset is submitted as Series record GSE151806 on Gene Expression Omnibus, NCBI. The detailed method on RNAseq analysis is provided as supplementary methods. Significant (p<0.05) deferentially expressed genes with threshold more than 1.5 log2fold change or less than -1.5 log2fold change were analyzed for upregulated or downregulated pathway using EnrichR online pathway analysis platform (https://amp.pharm.mssm.edu/Enrichr/) [50, 51]. 

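Ranked by the bound of the interval nearest 0, the highest genes included the kallikrein Klk8, from 1 control count to 140 senescent counts, the early response factor Fosb, from 2 to 178, and Ctse, an endosomal protease with a log2 ratio of 4.26 (95% counting interval 4.02 to 4.51). Emp1, an epithelial membrane protein, had 4347 control and 52997 senescent counts and a log2 ratio of 3.84 (95% counting interval 3.80 to 3.89). The lowest genes included acute-phase and complement proteins, with Saa3 at -6.25 (95% counting interval -7.57 to -5.20), Hp at -4.80 and complement C3 at -3.99. Of the genes past the rule, 208 of the higher ones had under 10 control counts and 382 of the lower ones had under 10 senescent counts. The study's Pathways Up sheet names 89 genes, of which 88 were matched by symbol; 78 were higher by the rule and the other 10 had under 10 counts in both libraries. Of 88 matched genes of the Pathways Down sheet 85 were lower. These genes were selected by the study from the same counts. The paper's statistics section names tests for the study in general, and its text does not name the one behind the RNA-seq p-values. It refers to supplementary methods for the RNA-seq analysis, which were not used here.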

Pathways were captured from KEGG 2019 Human, Reactome 2016, as well as Gene Ontology (GO) biological process and molecular functions databases.

### Statistical methods

The data was calculated and presented as Mean±SD. The parametric unpaired t-test was used to compute significance between two groups, whereas Two-way ANOVA followed by Tukey’s multiple comparisons test was used to compute significance between more than two groups. GraphPad PRISM 8 was used for statistical analysis and data representation.

## Supplementary Material

Supplementary Methods

Supplementary Figures

Supplementary Data

# Supplementary material for: Decreased autophagy and fuel switching occur in a senescent hepatic cell model system
**Source:** Aging (Albany NY). 2020 Jul 26;12(14):13958–78. doi: 10.18632/aging.103740
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

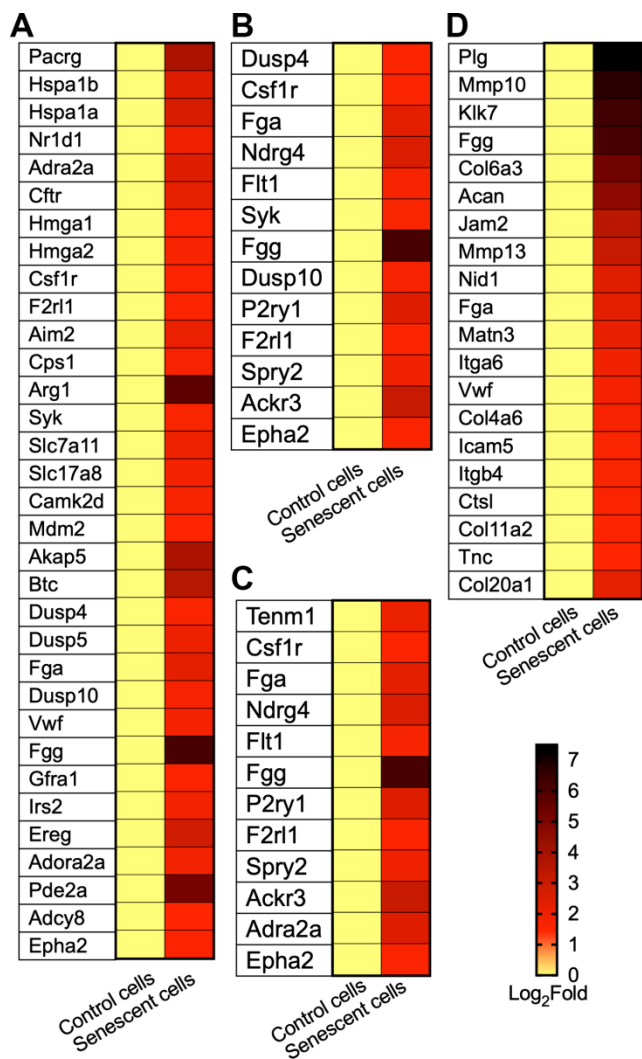

**Supplemenatry Figure 1. RNAseq analysis of control and senescent AML12 cells for upregulated pathways.** (A) Heat map showing genes regulating pathways: cAMP metabolic process (GO:0046058), positive regulation of tumor necrosis factor-mediated signaling pathway (GO:1903265), cellular response to unfolded protein (GO:0034620), regulation of insulin secretion involved in cellular response to glucose stimulus (GO:0061178), positive regulation of cellular senescence (GO:2000774), positive regulation of cell aging (GO:0090343), regulation of chemokine secretion (GO:0090196), interleukin-1 beta secretion (GO:0050702), interleukin-1 beta production (GO:0032611), bile acid biosynthetic process (GO:0006699), urea cycle (GO:0000050), regulation of superoxide anion generation (GO:0032928), L-glutamate transmembrane transporter activity (GO:0005313), Glutamate Binding, Activation of AMPA Receptors and Synaptic Plasticity Homo sapiens R-HSA-399721, Insulin receptor signalling cascade Homo sapiens R-HSA-74751, Signaling by Type 1 Insulin-like Growth Factor 1 Receptor (IGF1R) Homo sapiens R-HSA-2404192, IRS-mediated signalling Homo sapiens R-HSA-112399, and Signaling by Insulin receptor Homo sapiens R-HSA-74752. (B) Heat map showing genes regulating pathways: regulation of ERK1 and ERK2 cascade (GO:0070372), and Prolonged ERK activation events Homo sapiens R-HSA-169893. (C) Heat map showing genes regulating pathway: positive regulation of MAPK cascade (GO:0043410). (D) Heat map showing genes regulating pathway: interleukin-1 beta secretion (GO:0050702), interleukin-1 beta production (GO:0032611), extracellular matrix organization (GO:0030198), ECM-receptor interaction; Extracellular matrix organization Homo sapiens R-HSA-1474244.

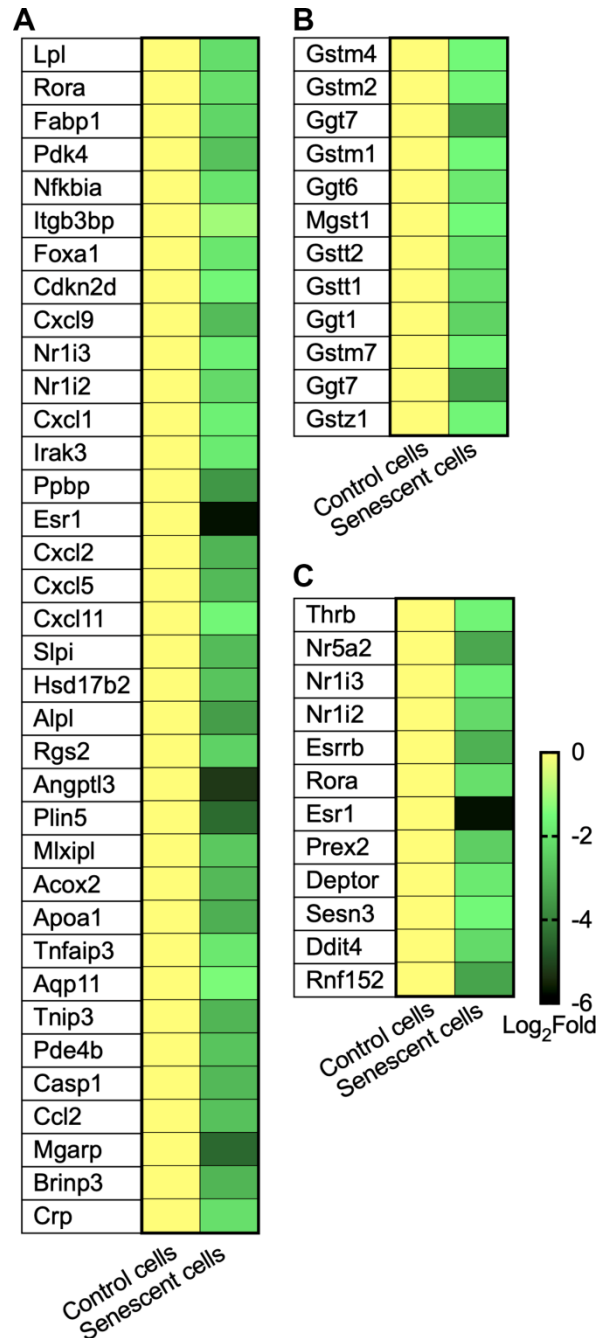

**Supplementary Figure 2. RNAseq analysis of control and senescent AML12 cells for downregulated pathways.** (A) Heat map showing genes regulating pathways: response to lipid (GO:0033993), negative regulation of lipase activity (GO:0060192), lipid homeostasis (GO:0055088), triglyceride homeostasis (GO:0070328), regulation of cholesterol homeostasis (GO:2000188), triglyceride catabolic process (GO:0019433), cellular response to lipid (GO:0071396), negative regulation of lipid storage (GO:0010888), and regulation of lipid biosynthetic process (GO:0046890). (B) Heat map showing genes regulating pathways: Glutathione metabolism, Glutathione conjugation Homo sapiens R-HSA-156590, Glutathione synthesis and recycling Homo sapiens R-HSA-174403, glutathione derivative biosynthetic process (GO:1901687), and glutathione metabolic process (GO:0006749). (C) Heat map showing genes regulating pathways: Nuclear Receptor transcription pathway Homo sapiens R-HSA-383280, and negative regulation of TOR signaling (GO:0032007).

How the deposited data were processed for this re-analysis (not part of the article)

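RNA-seq of AML12 cells was analysed from 1 library of control and 1 library of senescent cells, each made by the authors from 3 pooled samples by poly(A) selection. The authors deposited raw read counts per gene, 28021941 in the control and 25738075 in the senescent library; the aligner, the counter, the genome build and the annotation are not given in the sources used here, and the supplementary methods to which the paper refers for the RNA-seq analysis were not used here. The columns were assigned to the libraries by their initials, which match the GEO titles Young and Old. Of the gene identifiers, 34490 had a symbol in GENCODE M21 (GRCm38), which also gave coordinates, exon lengths and GC content. Identifiers without a symbol held 0.113% of control and 0.109% of senescent counts.

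Log2 ratios were computed from the counts after TMM scaling (edgeR 4.0.16, R 4.3.3) with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. edgeR's quasi-likelihood test needs replicates and was not fitted. The size threshold of 1.5 is the study's; the count minimum was 10 in at least 1 library, and the exact 95% interval had to exclude a log2 ratio of 0. A count of 0 was set to a floor of 3 counts per library for lower bounds, which leave out the counting error of the other library. No fold is given where both libraries had 3 counts or fewer. Medians over gene lists used ratios with a prior count of 0.5 and are given with their percentile among 10000 random lists of the same size matched on mean expression in 20 bins. At their bound, genes with 0 counts left every list median as printed. The 51 lists and the settings below were chosen before the data were examined, and the study's heat maps and pathway tables had been seen by then, so that several lists hold genes which the study had picked from these libraries. The study's terms were grouped into the sets described at each conclusion after the data were examined, by the opening words of their names, and near-duplicate terms with other opening words are not in those sets. The sorting of the lists into those named by the study's RNA-seq conclusions and others was also made after the data were examined. Reads shared between near-identical genes (Hspa1a and Hspa1b, the Gstm genes, Ugt1a6a and Ugt1a6b, replication-dependent histones) and between overlapping or antisense genes cannot be assigned with certainty, since strand use in counting is not given in the sources used here.

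By the rule for named genes, the text could name every gene that the study names in its text, Supplementary Data or Supplementary Figures, the 12 genes highest and the 12 lowest by the bound of the interval nearest 0 among genes past the rule, and from each list its first 3 genes and its 4 members with the largest bound in each direction; the closing observations also name genes of lists written for their tests. The study's pathway p-values were not recomputed, since its gene set libraries were not used here. Results for some genes and gene groups, among them 1 group past the limits set for a closer look, are not reported here.

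On simulated counts with 200 changed genes among 35275, the rule recovered 97.5% of 4-fold changes and 4% of 2-fold changes, which lie under the threshold; the intervals held the true ratio for 97% of the 4-fold genes, and 41 unchanged genes were called. Alternatives were total counts, DESeq2 size factors (1.42.0) and upper quartile as scaling, no count minimum or 50 counts, thresholds of 1 and 2, no interval, the control library thinned to the senescent total, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, and a prior count of 2. Heat map values were read by matching cell colours to the printed colour scale (Pillow 12.0.0).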

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

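The test of scaling for the NF-kB targets, the test of counting error for the liver genes and the use of histones below were chosen after the results were seen. The gene groups here were sorted as not named by the study's RNA-seq conclusions, although the study also discusses respiration and inflammation. They hold at least 5 measured genes, and have a median within 0.5 percentile points of either end of the random lists; these limits were set after the data were examined.

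NF-kB target genes had a median log2 ratio of -1.72 in the senescent library, with Saa3, Lcn2, Ccl20 and C3 among the 12 lowest genes of the whole comparison, and 8 of its 22 measured members stand in the study's tables. After removal of trends over GC content and exon length the median was -1.69, so these trends are not its whole cause. Among the other scalings the value closest to 0 was -1.71. These scalings shifted all log2 ratios by at most 0.11 in size, so they could not have brought the median near 0. The comparison therefore excludes no scaling error that all of them share. A lower NF-kB activity after peroxide treatment, or a difference between these pools unrelated to senescence, stays open and was not tested, since there is 1 library per condition.

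Several hepatocyte genes near 0 in the control library had more counts in the senescent library. Of 25 abundant liver genes with 3 or fewer control counts, 20 had more counts in the senescent library, 174 summed senescent counts against 18, led by Cyp2e1 with 50. The sum also rose over all protein-coding genes chosen in this way, from 2424 to 5990 (1435 genes with more counts and 734 with fewer), and over 21 neuron genes, from 7 to 30, at percentile 83.7 of random silent genes. Counting error together with this choice of genes is excluded, since 10000 draws without change, each choosing genes with 3 or fewer control counts anew, gave at most 65 summed senescent counts. Background over silent genes is excluded as the whole cause, since the sum lay at percentile 99.8 of random silent genes of like exon length. Traces of liver RNA cannot be told apart from hepatocyte expression, because both raise these genes and no library here separates them. Plg, Fgg, Arg1 and Cyp7a1 of the study's Pathways Up sheet likewise had 0 control counts.

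Reads of Gm42418, annotated as a lincRNA in GENCODE M21 and known from background knowledge to lie at a ribosomal RNA locus, made up 0.189% of control and 0.804% of senescent counts, a log2 ratio with prior of 2.20. The other measured RNAs on the list written for this test, Gm26917 and Gm15564, had a median of 1.23, which meets the bound of 0.5 written beforehand; that 2 genes are too few was decided after this value was seen. Of 9 replication-dependent histones, whose RNA also lacks a poly(A) tail, 5 had a ratio above 0 and 4 below, with a median of 0.66 (95% counting interval -0.12 to 1.15). By the rule 3 of them were higher and 0 were lower. A minimum of 50 counts ended these calls and reversed the sign of the median. The histone ratios go both ways, and Gm26917 lies next to Gm42418 on chromosome 17, so more RNA without poly(A) tail in the senescent library cannot be told apart from a change at this locus.

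Other groups are given as values. Hepatocyte transcription factors had a median of -1.53 and hypoxia targets -0.92. Cholesterol synthesis and uptake had -0.42, glucocorticoid receptor targets -0.41 and the nuclear-encoded respiratory chain -0.21. After removal of trends over GC content and exon length the respiratory chain had -0.12, while the cholesterol and glucocorticoid groups had -0.40 and -0.45. Target genes of NRF2 had 0.52 and cytosolic heat shock genes 0.50.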

How the results depend on the processing

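No paired analysis was possible because there is 1 library per condition. Against TMM, total counts shifted all log2 ratios by -0.11, DESeq2 size factors by 0.01 and the upper quartile by -0.10; under the other scalings, no count minimum, no interval and thinning, every gene count stayed within 1.5 times its value. Depth limits genes under 10 counts, and the spread between cultures is unknown. Requiring 50 counts left fewer genes to call: 178 genes higher, 480 genes lower, 49 Pathways Up genes, 1 for superoxide generation, 1 for inflammatory response, 12 for extracellular matrix, 1 for chemokine secretion, 0 for bile acid synthesis. A threshold of 1 gave 738 genes higher, 1439 genes lower. A threshold of 2 gave 238 genes higher, 474 genes lower, 47 Pathways Up genes, 56 Pathways Down genes, 5 for inhibition of apoptosis, 0 for senescence and cell aging, 0 for superoxide generation, 2 for glutamate binding and AMPA receptors, 4 for insulin signalling, 15 for ERK and MAPK signalling, 3 for negative regulation of TOR, 1 for interleukin-1 beta production and secretion, 12 for extracellular matrix, 0 for chemokine secretion, 0 for urea cycle, 4 for glutathione metabolism. An assumed coefficient of variation of 0.1 gave 1 for bile acid synthesis. At 0.2 it gave 258 genes higher, 1 for superoxide generation, 3 for inflammatory response, 1 for chemokine secretion, 1 for bile acid synthesis. At 0.4 it gave 20 genes higher, 31 genes lower, 5 Pathways Up genes, 6 Pathways Down genes, 0 for inhibition of apoptosis, 0 for senescence and cell aging, 0 for superoxide generation, 0 for inflammatory response, 0 for glutamate binding and AMPA receptors, 1 for insulin signalling, 2 for ERK and MAPK signalling, 0 for negative regulation of TOR, 3 for lipid handling and triglyceride catabolism, 0 for interleukin-1 beta production and secretion, 2 for extracellular matrix, 0 for unfolded protein response, 0 for TNF-mediated signalling, 0 for chemokine secretion, 0 for urea cycle, 0 for bile acid synthesis, 0 for glutathione metabolism, 0 for nuclear receptors. These follow from the construction of each setting. List medians moved beyond their counting interval for 25 of 51 lists with total counts and 23 with the upper quartile, for 11 without a count minimum and for 4 with 50 counts, which left 2 lists without a value. Replication-dependent histones, at 0.66, reversed to -0.29 with 50 counts; the cause was not tested.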

Differences from the paper's values

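RT-qPCR in the study (Figure 1D, read by eye) gives about 1.8-fold for Cdkn2a, and the libraries give 0.402-fold, a ratio below 1 that does not pass the size threshold (0.371 to 0.413 over the alternatives set before the data were examined). For Cdkn1a it is about 3.7-fold in Figure 1D, read by eye, against 1.88-fold (1.74 to 1.90). No alternative, whether scaling or thinning of the control library, brings either value within 1.5 times the paper's, and the count minimums, size thresholds and assumed spreads leave a gene's ratio as it is. Whether the RT-qPCR used the RNA of these libraries is not given in the sources used here. The paper's text pairs CDKN2A with p21 and CDKN1A with p16, whereas Cdkn1a encodes p21. If the names in Figure 1D were exchanged in that way, the value shown for Cdkn2a would stand beside the 1.88-fold of Cdkn1a, within 1.5 times of it, and the value shown for Cdkn1a beside the 0.402-fold of Cdkn2a, and which transcript each was measured on was not tested.

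The paper states that Il1b and Il6 expression was higher in senescent cells; the libraries held 0 and 1 counts of Il1b and 1 and 0 of Il6 (control, then senescent), too few for a ratio.

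Of 111 genes in the heat maps of Supplementary Figures 1 and 2, 110 were matched and all had the sign shown there. The 104 genes with counts in both libraries differed from the colour readings by at most 0.24 on the log2 scale. Supplementary Figure 2A shows Itgb3bp and Aqp11, at -1.05 and -1.43 here, where the pathway table lists ITGB3 and AQP1, at -1.86 and -1.57. Mgst1, which the study lists among lower genes, lay just inside the threshold at -1.50. It was lower with total counts or the upper quartile as scaling, with the control library thinned or with a threshold of 1, but not with DESeq2's size factors. Of the study's Pathways Up genes 10 had under 10 counts in both libraries; without a count minimum 83 in place of 78 were higher. Esr1, listed as lower, was under the minimum too.

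The paper states that the unfolded protein response, superoxide generation and inflammatory pathways were higher in senescent cells, and the genes of its terms were higher in the senescent library apart from Krt16, which was under the count minimum. Lists fixed before the data were examined, with the study's heat maps and pathway tables already seen, ran the other way. Medians were -0.45 for the unfolded protein response of the ER and -1.21 for superoxide-generating oxidases and their regulators. Cytokines and chemokines of the senescence-associated secretory phenotype had -1.80, while proteases and growth factors of that phenotype had a median above 0. The sign of the latter median rests on 5 genes that the study had picked as higher from these libraries. Of 13 cytosolic heat shock genes, a fixed list that holds Hspa1a and Hspa1b of the paper's unfolded protein term, 11 had a ratio above 0.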

Other observations

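Of 14 hypoxia targets 5 were lower in the senescent library and none was higher, with the pyruvate dehydrogenase kinase Pdk1 at -3.09 (95% counting interval -3.34 to -2.86), the prolyl hydroxylase Egln3 at -2.92 and the mitophagy receptor Bnip3 at -2.34. Of 14 hepatocyte transcription factors 7 were lower (4 of these in the study's table of lower genes) and none was higher, among them Foxa3 at -2.50 and Onecut1 at -2.18. Of 18 glycolysis genes none passed the rule, with Ldha at -1.20 and Hk2 at 1.28, and 15 had a ratio below 0. Their median of -0.41 lay below all random lists matched on expression. Of 24 autophagy genes 1, Bnip3, was lower, and Sqstm1, which encodes p62, had 1.15. Cell cycle genes did not pass the rule: none of 20 S phase and none of 22 G2 and M phase genes, with Mki67 at -0.79. Of markers of other cell types, 3 of 11 leukocyte, 3 of 11 endothelial and 2 of 11 fibroblast markers reached the count minimum. Of these, the leukocyte gene Ptprc and Csf1r, and the endothelial genes Vwf and Flt1, were higher (Csf1r, Vwf and Flt1 stand in the study's table of higher genes), with 27 control and 76 senescent counts of Ptprc and 223 control and 630 senescent counts of Flt1, and the fibroblast markers Col1a1 and Postn were lower. A minimum of 50 counts ended the calls of Csf1r, Vwf, Col1a1 and Postn.

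Ccl2, which the study measured in cells given conditioned medium, had 23389 control and 2922 senescent counts, and Il11 had 49 control and 26 senescent counts. Abcc2, a bile pigment exporter, was higher at 3.02, while Slc10a2 was lower at -1.63. Of the bile acid genes that the study lists as upregulated, Cyp7a1 had 0 and 7 counts and Slc27a2 0 and 12. The identifier named Gm45837 on chromosome 7, 101410886 to 101512819, had 8 control and 243 senescent counts. It overlaps Pde2a, 101421691 to 101512827 on the same strand, over nearly the whole of Pde2a. Pde2a, shown in Supplementary Figure 1A and listed in the study's Pathways Up sheet, was not matched by symbol to an identifier of its own. The counts named Gm45837 here may be those that the study reports as Pde2a, which was not tested.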
